A study of Homo sapiens with 4 samples. Its data were reported in "Sequential drug treatment targeting cell cycle and cell fate regulatory programs blocks non-genetic cancer evolution in acute lymphoblastic leukemia" (2024).

How the data were processed

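The study treated RS4;11 cells, a B-cell precursor acute lymphoblastic leukemia line that carries the t(4;11) translocation fusing KMT2A with AFF1, with the vehicle DMSO or with AZD1775 at 1 µM over 10 h. AZD1775 inhibits WEE1, the kinase that holds CDK1 inactive before mitosis. Nuclei were then profiled with a combined assay that reads RNA and accessible chromatin (ATAC, in which a transposase inserts sequencing adapters into open DNA) from the same nucleus. The labels give 4 samples: an RNA and an ATAC library after DMSO, and an RNA and an ATAC library after AZD1775. Each pair of RNA and ATAC samples comes from the same nuclei, so there was 1 culture per condition.

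The authors processed the reads with Cell Ranger ARC 2.0.1 against GRCh38, per the file headers. Their pipeline called peaks in each ATAC library separately, over the nuclei of that library. The values analysed here are, per the file headers, chromosome, start and end of each peak, the genes linked to it with a distance and a class, the barcodes called cells, and the names of genes and peaks. The deposited peak lists used here hold no score, height or read number per peak, and read or molecule counts were not analysed here. The depth that sequencing reached is therefore unknown, and a peak in a list says only that the signal passed the caller's limit in that library. No doublets were called or removed here, so barcode numbers are not exact numbers of nuclei. The authors' annotation called a peak promoter when it lay from 1000 bp upstream to 100 bp downstream of a gene start. Distal links reached 200 kb from a gene start or lay inside a gene, and other peaks were intergenic. A DMSO peak was linked to at most 23 genes.

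Peaks on chromosomes 1 to 22 and X were kept. Both lists were merged, with peaks that overlapped by 1 bp or more joined into 1 region. Each region was classed as shared, DMSO only or AZD1775 only. The merging was checked against bedtools 2.31.1, which gave the same 210164 regions. A peak or region with links of several classes was counted as promoter first, then distal, then intergenic. The net share of a set of regions is the number of AZD1775-only regions minus the number of DMSO-only regions, as a percent of all regions in the set. Shares carry 95% Wilson intervals, which cover counting error only.

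Gene lists numbering 19 were fixed before the data were examined. A region belonged to a list when the authors' annotation linked it to a member, as promoter or distal. The list's net share was placed among 10000 random lists in which each member was replaced by a gene from the same decile of linked regions per gene. A list stood apart when its percentile was under 2.5 or over 97.5, which chance gives to about 1 list in 20. The lists named 501 genes in all, lists sharing some, and 482 of these entries had a linked region. Symbols for 28 genes differed from those in the deposited feature lists and were matched by gene ID. Gene positions, lengths and the number of protein-coding genes per megabase came from RefSeq on GRCh38.p14, matched by symbol or by an unambiguous synonym on the same chromosome. The percentile method was tested on simulated data made by shuffling the region classes over the genome, with 500 random lists each. Of 100 simulated lists of 30 genes with no change, 5 fell outside the limits. Of 100 lists in which 50% of the DMSO-only regions were turned into AZD1775-only regions, 100 exceeded the upper limit. Shuffling removed any tendency of neighbouring regions to change together, and simulated and random lists came from the same genes. The count for unchanged lists thus checks the computation only, and smaller changes were not simulated. The simulation used the 33595 genes with a linked region.

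With 1 library per group there was no test between conditions, and no p-value was computed. Percentiles and intervals describe these 2 ATAC libraries and do not measure the spread between cultures. Genes named in the text follow a rule also fixed before the data were examined: a panel of 33 genes, the 2 highest and 2 lowest members of each list by AZD1775-only minus DMSO-only regions, with ties broken by covered length, the 5 highest and 5 lowest of all genes, the 5 widest regions of each library and the 5 highest and lowest 1 Mb windows with at least 20 regions. Some genes that this rule selects are not reported here. The alternatives changed the overlap rule, the peak width, the number of peaks per library, the links used, the matching of random lists, the window size and the promoter class. A search for transcription factor motifs with 26 consensus sequences had been planned. It was not run, since the genome sequence used here is of another build than the peaks. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.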

Results

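Chromatin accessibility was measured in RS4;11 leukemia cells after 10 h with DMSO or with 1 µM of the WEE1 inhibitor AZD1775, in 1 library per condition. The DMSO library held 13135 barcodes called cells and the AZD1775 library 15575, a ratio of 1.19. The comparison asks which accessible regions were called in only 1 of the conditions, and near which genes. Since each condition had 1 library, no difference below has a replicate check, and every value describes these libraries.

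Fewer accessible regions were called after WEE1 inhibition. The DMSO library held 193642 peaks and the AZD1775 library 165630, which is 85.5% of the DMSO number. They covered 165 Mb and 141 Mb. Peak width hardly differed, with a median of 881 bp (quartiles 836 and 903) after DMSO and 879 bp (834 and 902) after AZD1775. Most AZD1775 peaks lay where DMSO peaks lay: 89.9% of them overlapped a DMSO peak (95% interval 89.7 to 90.0%), and 76.9% of DMSO peaks overlapped an AZD1775 peak (76.7 to 77.1%). Of the 210164 merged regions, 148663 were shared, 44742 were DMSO only and 16759 were AZD1775 only. DMSO-only regions were thus 2.67 times as frequent, and the net share over the genome was -13.3%. Regions called in both libraries kept their size, with a median log2 ratio of covered length, AZD1775 over DMSO, of -0.0033. Peaks found in 1 library only were slightly narrower than shared ones, with medians of 857 bp against 886 bp after DMSO and 839 bp against 881 bp after AZD1775.

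The regions missing after AZD1775 were mostly distal elements, while most promoter regions were called in both libraries. At promoters, 7.49% of regions were DMSO only (7.13 to 7.86%) and 3.33% were AZD1775 only (3.09 to 3.58%). The DMSO-only share was 22.9% (22.6 to 23.3%) for regions inside genes. For other distal regions it was 18.9% (18.6 to 19.3%) up to 10 kb from a gene start, 22.1% (21.8 to 22.5%) from 10 to 50 kb and 26.2% (25.8 to 26.7%) beyond 50 kb. It reached 32.8% (31.6 to 34.1%) in intergenic regions. Away from promoters the AZD1775-only share showed no such rise and lay between 6.72% in intergenic regions and 8.83% at 10 to 50 kb. Promoter peaks accordingly made up 9.94% of all DMSO peaks (9.81 to 10.1%) and 11.1% of all AZD1775 peaks (11.0 to 11.3%), although their number was lower after AZD1775, 18423 against 19249. Of the genes in the feature list, 17780 had a promoter peak in both libraries, 1063 after DMSO only and 482 after AZD1775 only.

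**Figure D1:**
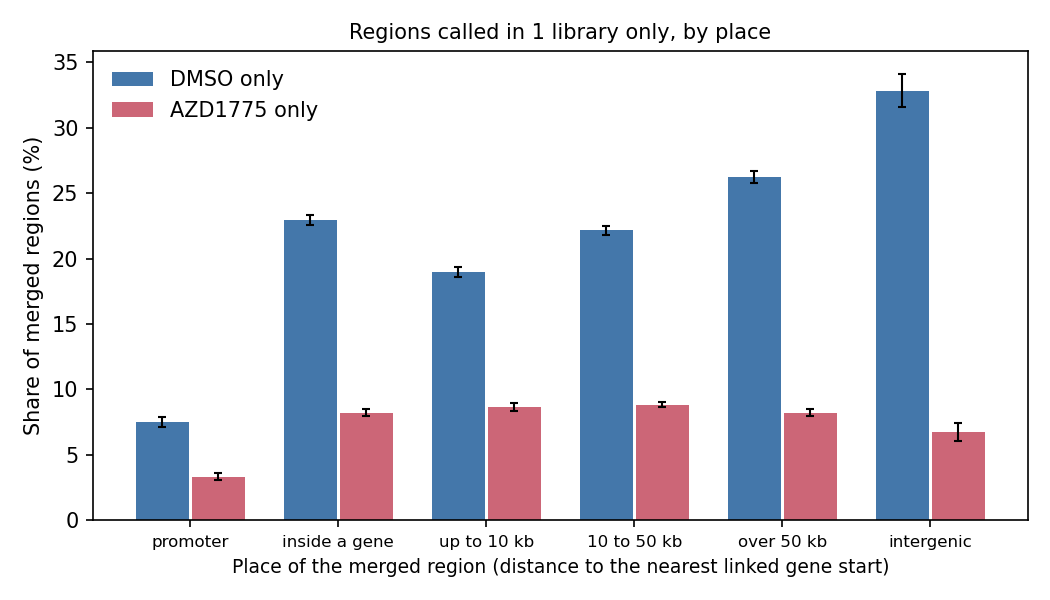
Share of merged regions (percent, vertical axis) that were called in the DMSO library only or in the AZD1775 library only, by place relative to the nearest linked gene start (horizontal axis), with 95% Wilson intervals as error bars. The DMSO-only share is 7.49% at promoters and 32.8% in intergenic regions, while the AZD1775-only share stays at or under 8.83%. The place inside a gene holds only distal regions with an annotated distance of 0, and other distal places can also hold regions within genes.

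Genes induced by p53, the tumour suppressor that responds to DNA damage, held about as many AZD1775-only as DMSO-only regions, unlike the genome as a whole. The 30 genes of this list were linked to 245 regions, of which 29 were AZD1775 only and 30 were DMSO only. The net share was -0.41%, against a median of -13.1% for random lists, which placed the list at percentile 99.97. Its AZD1775-only share of 11.8% was at percentile 98.0 and its DMSO-only share of 12.2% at percentile 0.17. MDM2, which encodes the ubiquitin ligase that removes p53, had the largest gain: 5 of its 14 regions were AZD1775 only and 0 were DMSO only. All of these 5 lay within the gene on chromosome 12 (68808172 to 68850686, GRCh38), between 68815071 and 68848474, and both promoter regions were shared. BBC3, which encodes the apoptosis inducer PUMA, had 3 AZD1775-only regions and 1 DMSO-only region out of 14. CDKN1A, the gene of the cell cycle inhibitor p21, kept all of its 5 regions and BAX all of its 4. GADD45A had 26 regions, 3 of them AZD1775 only and 4 DMSO only. At the other end, CMBL lost 3 of 6 regions, its promoter peak among them, and ZMAT3 had 2 AZD1775-only and 5 DMSO-only regions out of 24. In all, 8 members had more AZD1775-only regions, 8 had more DMSO-only regions and 14 had equal numbers. With promoter links only, the list no longer stood apart (percentile 74.7). That setting kept 33 regions, with a net share of 0% against a random median of -3.23%. With so few regions it decides little either way.

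**Figure D2:**
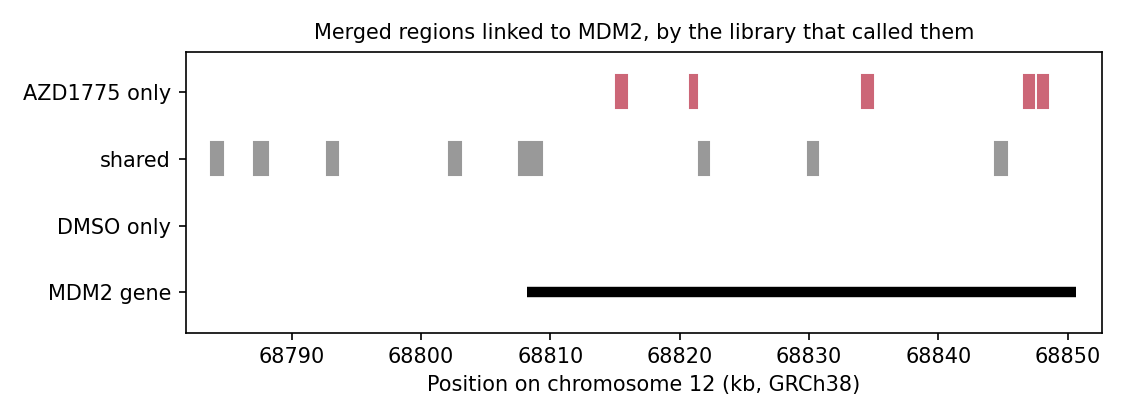
Map of the 14 merged regions linked to MDM2 on chromosome 12 (position in kb, GRCh38, horizontal axis), in rows for regions called after AZD1775 only, in both libraries and after DMSO only, above the extent of the gene. The 5 AZD1775-only regions lie inside the gene, and the row of DMSO-only regions is empty.

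Further lists, NF-kB targets, pre-B cell receptor signalling and lipid metabolism, also stood above the upper limit, so that 4 of 19 lists did and 0 lay under the lower limit. Chance would place about 1 list in 20 outside these limits if the lists were otherwise like the random ones. The random genes were matched on region number only and included non-coding genes. Most of the 19 lists lay above the median of their random lists, ribosomal protein genes among them (percentile 87.7). How far the 4 lists stand apart from other protein-coding genes was not tested. Genes induced by NF-kB, an inflammatory transcription factor, had 20 AZD1775-only and 23 DMSO-only regions out of 196, a net share of -1.53% at percentile 99.74. NFKBIA, which encodes the NF-kB inhibitor, and BIRC3, an inhibitor of cell death, each had 2 AZD1775-only and 0 DMSO-only regions, while BCL2A1 and IER3 each had 2 DMSO-only and 0 AZD1775-only regions. Genes of pre-B cell receptor signalling had 48 AZD1775-only and 87 DMSO-only regions out of 564, a net share of -6.91% at percentile 99.45. In this list the position rested on a low DMSO-only share (15.4%, percentile 0.22), since the AZD1775-only share of 8.51% was at percentile 69.7. The AZD1775-only shares of NF-kB targets (10.2%, percentile 85.0) and lipid metabolism (10.7%, percentile 93.4) were also within the limits. None of these lists thus stood apart by gain. The DMSO-only share of NF-kB targets (11.7%, percentile 0.12) was under the lower limit. That of lipid metabolism (15.9%, percentile 3.09) was within the limits, so this list stood apart by neither share alone. VAV2, a signalling adaptor, and INPP5D, which encodes the phosphatase SHIP1, each had 6 AZD1775-only and 3 DMSO-only regions. PRKCB, a protein kinase C gene, had 0 and 10, and BANK1, a B cell scaffold gene, had 4 and 10. PIK3CD had 5 and 4, the transcriptional repressor gene BCL6 had 0 and 3, and all 3 regions of SOCS1 were shared. Genes of sterol and fatty acid metabolism had 29 AZD1775-only and 43 DMSO-only regions out of 270, a net share of -5.19% at percentile 98.7. The cholesterol exporter gene ABCG1 had 3 and 1. The fatty acid elongase gene ELOVL6 had 2 and 9, and ABCA1 had 0 and 5. SREBF1 had 0 and 1, and all 3 regions of HMGCS1 were shared. With promoter links only, the percentiles of NF-kB targets, pre-B cell receptor signalling and lipid metabolism were 64.4, 61.7 and 50.9. These rested on 36, 35 and 36 regions, too few to decide much.

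**Figure D3:**
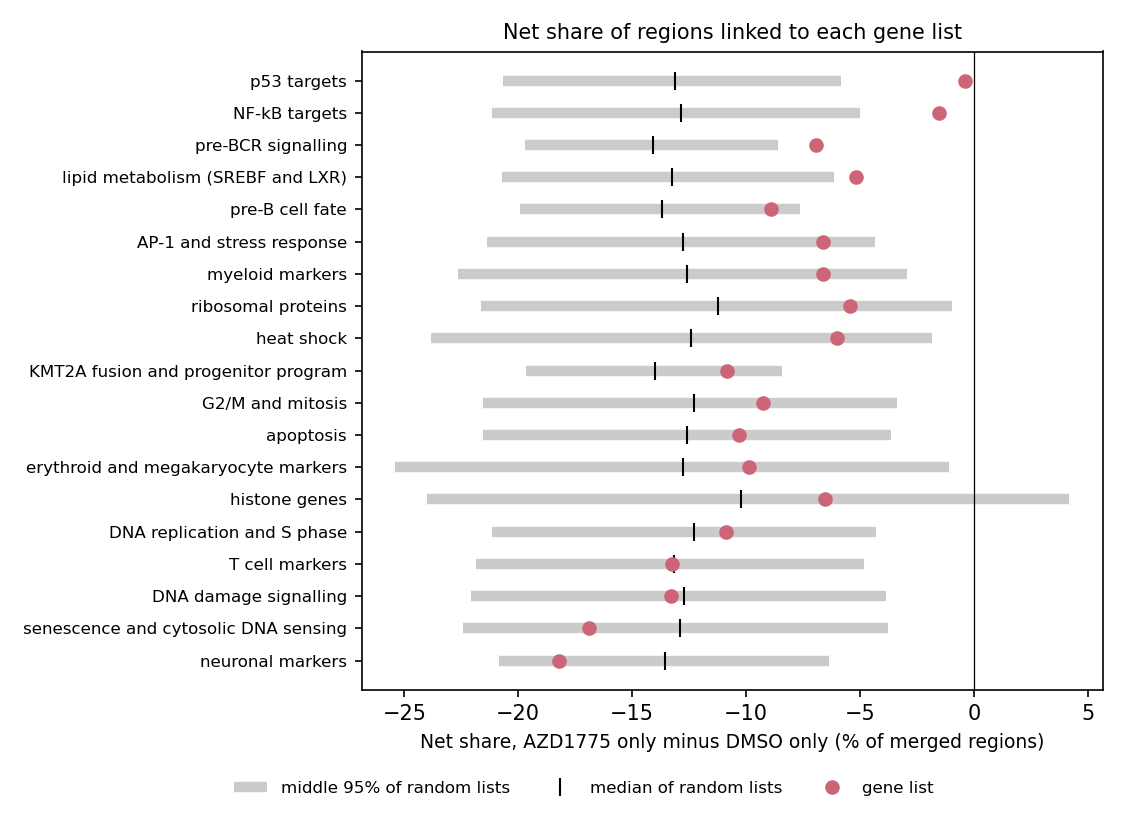
Net share of merged regions linked to each of the 19 gene lists (points, horizontal axis, percent), with the median (tick) and the middle 95% (bar) of 10000 random lists of genes matched on number of regions. The lists are ordered by percentile, and the points of p53 targets, NF-kB targets, pre-B cell receptor signalling and lipid metabolism lie to the right of their bars.

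Genes of the cell cycle, replication and DNA damage signalling lay within the range of random lists. Genes of G2 and mitosis had 15 AZD1775-only and 29 DMSO-only regions out of 151, at percentile 74.5. WEE1 itself had 3 AZD1775-only regions and 1 DMSO-only region out of 14, and CDK1, its substrate, 2 and 0 out of 7, pairs of counts below being given in this order. The 1 region of CCNB1 and the 1 region of PLK1 were shared. The centromere protein genes CENPE, with 0 and 4, and CENPF, with 1 and 4, were the lowest of the list. Genes of DNA replication were at percentile 63.1, with GINS2 and POLD1 highest (2 and 0 each) and POLA1 (0 and 4) and CHAF1A (0 and 3) lowest. Genes of DNA damage signalling were at percentile 45.0, where FANCI had 2 AZD1775-only and 0 DMSO-only regions, PRKDC 2 and 9 and ATR 0 and 5. All promoters in these 3 lists, 31, 31 and 24 genes, were called in both libraries. Histone genes were at percentile 66.9, with 43 of 46 regions shared, and above the upper limit with the same number of widest peaks (percentile 99.1). HIST2H2BE and HIST1H3D kept all their regions, and HIST1H2BH and HIST1H1B each lost 1.

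The KMT2A fusion program is the transcription program that the translocation drives. Its genes and those of pre-B cell fate lay within the range of random lists in the full peak lists. With the same number of widest peaks from each library, both lists passed the upper limit, at percentiles 99.92 and 99.97. By number of regions, the largest losses were at the long genes JMJD1C, ERG and EBF1. AFF1, which spans 206 kb, had as many AZD1775-only as DMSO-only regions. The KMT2A list had 56 AZD1775-only and 131 DMSO-only regions out of 691, at percentile 86.7. JMJD1C, a histone demethylase family gene, had 4 and 17, and ERG, a transcription factor gene, 0 and 12. RUNX1, a hematopoietic transcription factor gene, had 7 and 10 out of 57, and the progenitor surface marker CD34 1 and 4 out of 16. AFF1, the fusion partner, had 7 of each out of 45, MEIS1 3 of each and GATA2 1 of each. All 4 regions of MYC, all 6 of KMT2A and the 1 region of HOXA9 were shared. BCL2, an inhibitor of apoptosis, had 3 and 2, and HOXA10 1 and 0. The pre-B cell fate list had 37 and 80 out of 482, at percentile 93.9. Its DMSO-only share of 16.6% was at percentile 1.6, under the lower limit. EBF1, a B-lineage transcription factor gene, had 4 and 13 out of 71, yet its promoter was called after AZD1775 only. PAX5 had 2 and 6 out of 33. At the upper end of this list, TCF3 had 2 and 0 and POU2AF1 2 and 1. MEF2D had 3 and 2, and MS4A1, which encodes CD20, 1 and 0.

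Stress and death genes also lay within the range of random lists in the full peak lists. Immediate-early and stress genes were at percentile 92.6, with 9 AZD1775-only and 21 DMSO-only regions out of 181. The DMSO-only share of 11.6% was under the lower limit at percentile 0.24, while the AZD1775-only share of 4.97% was within the limits at percentile 6.34. With the same number of widest peaks the list passed the upper limit (percentile 99.98). EGR2 had 3 and 0 and KLF4 2 and 0, while JUN, FOS and ATF3 each had 0 and 1. TSC22D3, a glucocorticoid-induced gene, had 1 and 4, and FOSL2 1 and 3. Heat shock genes were at percentile 87.7, where HSPD1 had 2 and 0, HSP90AA1 3 and 2, HSF2 0 and 4 and HSPB1 1 and 3, and all 3 regions of HSPA1B were shared. Apoptosis genes were at percentile 69.3, with 7 and 24 out of 165. CASP9 and DIABLO had 1 and 0 each, and APAF1 and XIAP 0 and 4 each. Genes of senescence and DNA sensing were at percentile 19.5, where GLB1, the gene of the senescence-associated galactosidase, had 2 and 8, IGFBP7 0 and 4, CDKN2D 1 and 0 and RB1 5 of each.

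By net share, control lists and markers of other lineages lay within the range of random lists as well. The exception was red cell and platelet markers, which passed the upper limit with promoter links only (percentile 98.2). That percentile rested on 12 regions, and 0 members of the list had a promoter peak in only 1 library. Ribosomal protein genes were at percentile 87.7 and all 34 kept their promoter peaks. Their DMSO-only share of 10.9% was at percentile 1.78, under the lower limit. A low DMSO-only share was thus not confined to the lists that stood apart. RPL32 and RPS9 had 1 AZD1775-only and 0 DMSO-only regions each, RPS3 0 and 2 and RPS23 0 and 1. T cell markers were at percentile 49.3, with THEMIS (1 and 7) and BCL11B (0 and 5) lowest and CD247 and TCF7 (1 and 0 each) highest. Myeloid markers were at percentile 88.5, with ITGAM (4 and 0) and CSF1R (3 and 1) highest and VCAN (0 and 4) and CSF3R (1 and 4) lowest. Markers of red cells and platelets were at percentile 68.2, with GATA1 (1 and 0) and HBA1 (2 and 1) highest and ITGA2B (1 and 3) among the lowest. Neuronal genes had the lowest percentile, 10.1, with 31 AZD1775-only and 115 DMSO-only regions out of 461. Among them CNTNAP2 had 10 and 43 and SYT1 1 and 19, whereas RBFOX3 had 6 and 5 and NEFL 1 and 0.

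Over all genes, the largest losses by number of regions fell on very long genes. This number grows with the regions linked to a gene, so the ranking does not show that these genes lost a larger share. EYS, a retinal gene that spans 1987 kb on chromosome 6, had 0 AZD1775-only and 34 DMSO-only regions out of 78. CNTNAP2 on chromosome 7 had 10 and 43 out of 146. CSMD1 on chromosome 8 had 23 and 55 out of 210. NEGR1 on chromosome 1 had 3 and 28 out of 75, and IL1RAPL2 on chromosome X 1 and 26 out of 55. The largest gain was at DLGAP2, a postsynaptic gene near the end of the short arm of chromosome 8 (737628 to 1708476), with 31 AZD1775-only and 15 DMSO-only regions out of 106. The neighbouring gene AC129915.3 had 12 and 1 out of 25. The other large gains were at AL022724.2 on chromosome 6 (8 and 1), AAK1 on chromosome 2 (9 and 2) and MYLK3 on chromosome 16 (8 and 1).

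The loss covered every chromosome but was uneven. Chromosome 19 kept 94.7% of its DMSO peak number, chromosome 17 91.4% and chromosome 22 91.0%, whereas chromosome 4 kept 79.2%, chromosome 13 80.8% and chromosome X 81.5%. The DMSO-only share of regions ran from 12.9% on chromosome 19 (12.1 to 13.8%) to 26.5% on chromosome 4 (25.7 to 27.3%). The AZD1775-only share varied less and was highest on chromosome 8, at 10.4% (9.85 to 10.9%), and lowest on chromosome X, at 6.65% (6.08 to 7.26%). Of 2708 windows of 1 Mb with at least 20 regions, 2595 had a negative net share, 89 a positive one and 24 a net share of 0. The lowest window was on chromosome 3 from 174 to 175 Mb, around the synaptic gene NLGN1, where 14 of 22 regions were DMSO only and 0 were AZD1775 only. Next came chromosome 11 from 101 to 102 Mb, around TRPC6 and the progesterone receptor gene PGR, with 18 of 30, and chromosome 2 from 103 to 104 Mb, with 13 of 23. They were followed by chromosome 13 from 96 to 97 Mb, around HS6ST3, with 18 of 32, and chromosome 13 from 55 to 56 Mb, with 13 of 22. The highest windows were on chromosome 20 from 29 to 30 Mb (8 AZD1775-only and 5 DMSO-only regions out of 29), on chromosome 8 from 1 to 2 Mb around DLGAP2 (28 and 18 out of 110), on chromosome 15 from 87 to 88 Mb around NTRK3 (8 and 5 out of 36), on chromosome 19 from 4 to 5 Mb (27 and 15 out of 161) and on chromosome 21 from 21 to 22 Mb around NCAM2 (6 and 4 out of 28).

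**Figure D4:**
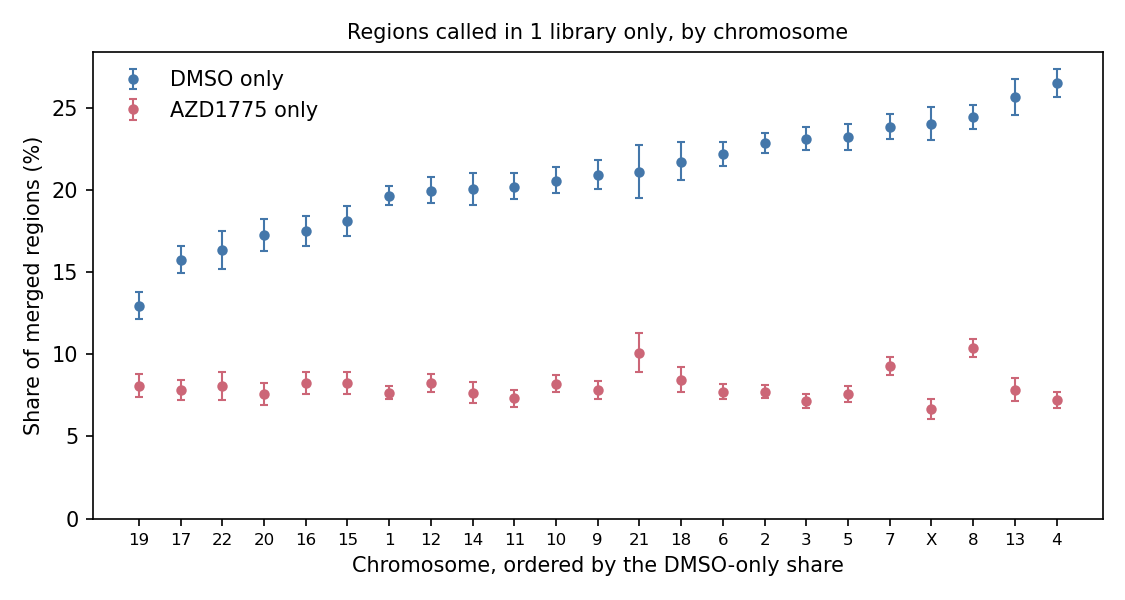
Share of merged regions (percent, vertical axis) called in the DMSO library only or in the AZD1775 library only, for each chromosome (horizontal axis, ordered by the DMSO-only share), with 95% Wilson intervals. The DMSO-only share runs from 12.9% on chromosome 19 to 26.5% on chromosome 4, and the AZD1775-only share from 6.65% on chromosome X to 10.4% on chromosome 8.

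All of the widest regions called in 1 library only were distal. Among AZD1775-only regions the widest measured 1171 bp, on chromosome 7 from 113929531 to 113930701, and was linked to PPP1R3A. The others were on chromosome 3 (83769946 to 83771110), chromosome 22 (38926871 to 38927981), chromosome 4 (52512902 to 52514009) and chromosome 19 (8096982 to 8098073, linked to CCL25 and FBN3). Among DMSO-only regions the widest measured 1251 bp, on chromosome 3 from 84618903 to 84620153, and was linked to LINC00971. The others were on chromosome 14 (69098735 to 69099879, DCAF5), chromosome X (37977325 to 37978461, HYPM), chromosome 12 (415602 to 416735, CCDC77) and chromosome 8 (96318427 to 96319559, PTDSS1).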

Values the study reported

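The study loaded 10,000 nuclei per sample and aimed at 20,000 ATAC reads per cell. It placed 20% of cells in its cell fate I state (state 11) at 10 h of treatment and 32% at 24 h. The study described this state as condensed, mitotic-like chromatin. Cells of its fate II made up 26% at 10 h and 32% at 24 h. Its nascent transcript data held 1239 genes whose transcription changed over time.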

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

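The sequences outside chromosomes 1 to 22 and X enter no comparison in the report. On unplaced and unlocalised sequences of the assembly the AZD1775 library had 81 peaks and the DMSO library 78, although the whole AZD1775 list was shorter. The difference was not tested.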

How the results depend on the processing

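No paired analysis was possible because each condition had 1 library. The motif search and its 5 alternatives were not run, nor was a promoter class of 1 kb either side of gene starts. The feature lists used here hold no gene positions, and the RefSeq positions were not applied to this class. A class kept only for peaks over a gene start took its place. That class, the removal of each list's member with the largest gain, and random regions matched on place, width and gene content were chosen after seeing the data. Taking the same number of widest peaks from each library removes the difference in number by construction.

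The share of DMSO peaks shared was 76.6% with an overlap of 50% of both peaks, 78.7% with gaps up to 500 bp and 79.4% with the same number of widest peaks. The share of AZD1775 peaks shared was 89.6%, 91.4% and 79.4% in these settings. Counted only over a gene start, promoters made up 8.09% of DMSO and 9.19% of AZD1775 peaks, and 1.88% and 2.19% of the peaks found in 1 library only. Windows of 5 Mb had a negative net share in 98.8% of cases. The number of lists that stood apart, 4, became 8 with the widest peaks, which added the KMT2A program, pre-B cell fate, stress response and histone genes. With promoter links only it became 1, red cell and platelet markers (percentile 98.2, on 12 regions). It became 3 without each list's member of largest gain and 3 with random regions matched also on gene content, lipid metabolism being the list that dropped out. The cause of these changes was not tested. Percentiles of p53 targets over the 8 alternatives ran from 74.7 to 99.99, with 7 still above the upper limit. NF-kB targets and pre-B cell receptor signalling also kept their place in 7 of 8, and lipid metabolism in 5 of 8. Without read counts, weak peaks cannot be told from absent ones, so a region in 1 library only is not shown to be closed in the other.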

Other observations

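The test of the AZD1775-only share of p53 targets and its stricter limit, and the random regions matched on place, width and gene content, were chosen after results had been seen. The patterns themselves were found in these tables. The stated outcomes of the other tests were set down before those tests were run.

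Loss of regions followed the gene content of the surroundings, and gain varied little with it. Merged regions were split into 5 groups by the number of protein-coding genes in their megabase. In the gene-poorest group, with 0 to 2 genes per megabase, 28.4% of regions were DMSO only (27.9 to 28.8%), and in the gene-richest, with 15 to 74, 14.3% were (13.96 to 14.6%). The AZD1775-only share was 7.58% (7.34 to 7.84%) and 8.12% (7.86 to 8.39%) in these groups. The net share thus differed by 14.6 percentage points. Regions linked to very long genes do not account for it, because 97.6% of the difference was left without genes of 500 kb or more. After removal of what class, distance and width predict, 68.2% of the difference was left. Class and distance to a gene start can follow gene content themselves, so the part removed cannot be credited to weak peaks. Peaks near the calling limit drop out first from a library of lower depth. How much of the difference they account for is not shown by this removal. Median widths were 879.5 bp in the gene-poorest and 877.5 bp in the gene-richest group. Read numbers per peak, which would measure strength directly, were not analysed here. Loss of weak peaks through depth and a change in gene-poor chromatin therefore cannot be told apart here. Each peak list also pools all nuclei of its library, so the mix of cell states in it was not examined. The study described its cell fate I, present among treated cells at 10 h, as having condensed chromatin. Whether nuclei in that state contributed to the loss was not tested.

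Gene length was examined as a hypothesis of its own, after long genes had been seen to lead the losses by number of regions. Of regions inside genes, 86.7% could be given a gene length. The DMSO-only share was 16.99% (16.1 to 17.9%) inside genes under 50 kb, 21.1% (20.5 to 21.7%) from 50 to 200 kb, 24.4% (23.6 to 25.1%) from 200 to 500 kb and 28.0% (27.1 to 29.0%) inside genes of 500 kb or more. All regions used carried the same class and distance by this choice, so the prediction rested on gene content and width alone. It gave 19.9%, 21.5%, 23.7% and 26.5%. The hypothesis is that loss grows with gene length beyond gene content and width. The excess in the longest genes, which is small, and the shortfall in the shortest go with it for the regions used. How far a region inside a gene lay from the gene start was not taken into account. The intervals treat regions as independent, which regions of the same gene are not. Whether depth, replication timing or transcription lies behind the excess was not tested.

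For p53 targets, technical explanations of the small net loss were set against the tables. Among random regions of the same class, distance and width the list was at percentile 99.99, and with gene content added at percentile 99.905, so place and width of the peaks do not explain it. These random sets ignore that regions of the same gene may change together, which makes their percentiles too extreme. Without MDM2 the list had a net share of -2.60% at percentile 99.62. That passes the limit for single lists, which was set beforehand, so by that limit MDM2 alone does not carry the list, but it does not pass the stricter limit given below.

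Whether p53 targets gained regions, or only lost fewer, stays open. A thinned copy of the DMSO list would give them no excess of AZD1775-only regions, and this share was at percentile 97.955. That is above the upper limit used for single lists, and by that limit alone it would count against thinning. It is below 99.87, the limit spread over 19 lists, and this stricter limit was set only after the value had been seen, because the list had been picked as the highest of the 19. Chance and gain cannot be told apart at this distance between the limits. By the stricter limit p53 targets, at percentile 99.97, would be the only list of the 19 to stand apart by net share in the full peak lists, and without MDM2 they would not pass it. With the same number of widest peaks they would not pass it either (percentile 99.75), while the KMT2A program, pre-B cell fate, NF-kB targets and stress response would, at 99.92, 99.97, 99.93 and 99.98. From these peak lists alone, with 1 library per condition, a response of p53 target genes to the inhibitor remains a hypothesis. The study itself reported raised accessibility at p53 motifs in part of the treated cells. It also reported a delayed rise in transcription of the p53 network. Neither measure was used here. The motif scores came in part from this same 10 h assay, so they are not independent of these peak lists.

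The barcodes called cells here numbered 13135 in the DMSO library and 15575 in the AZD1775 library. Both are higher than the number of nuclei loaded that is quoted from the study above.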
